A study of Saccharomyces cerevisiae with 8 samples. Its data were reported in "Suboptimal codon pairs trigger ribosome collisions and cellular quality control responses in tRNA modification mutants" (2025).

How the data were processed

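Messenger RNA was measured by sequencing in wild-type Saccharomyces cerevisiae and 3 mutants. The study gave BY4741 as its strain background, but counts of a marker gene differed between the strains, as described below. Per the labels, cells were grown in YPD, a rich medium, at 30 °C with shaking, poly(A) RNA was enriched from total RNA, and stranded libraries were prepared. There were 8 libraries, 2 for each of the 4 strains. The labels gave each library its strain and its replicate number.

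The authors deposited one table of whole-number counts of reads per gene, not normalised, with one column per library. Per the methods of the study, reads were mapped to coding sequences without trimming of adaptors. The counting program of this step, the annotation release and the treatment of reads that match several genes were not stated. All columns of the table belonged to the 8 libraries. The table held 6337 genes under systematic names. Of these, 5804 were matched by locus tag to the NCBI RefSeq annotation of assembly R64 and 533 were not. The build behind the counts was not named, so no coordinates are given and the annotation served for gene symbols, neighbours, coding sequence length, GC content and codon pairs. A gene was taken to have a near-identical copy where another coding sequence matched it with at least 95% identity over at least 100 nt in BLAST 2.17.0. There were 237 such genes, and their counts are uncertain because the treatment of shared reads was not stated. LEU2 and URA3 were not analysed here.

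Genes with too few counts for the group sizes were removed by the filterByExpr function of edgeR 4.0.16, which left 6087. Library totals were scaled by TMM, a factor computed from most genes that corrects for composition. One quasi-likelihood model with a mean per strain was fitted to all 8 libraries in R 4.3.3, so that all strains shared the estimate of spread. Comparisons were tested with the two-sided quasi-likelihood F test and p-values were adjusted over genes by Benjamini-Hochberg. There were 5 comparisons. They were hel2∆ against wild type, ncs2∆elp6∆ against wild type, ncs2∆elp6∆hel2∆ against ncs2∆elp6∆, ncs2∆elp6∆hel2∆ against hel2∆, and the interaction, which is the change with loss of HEL2 in ncs2∆elp6∆ minus that in the wild-type background. A gene was called at an adjusted p under 0.05, and counted separately where its absolute log2 fold change was over 1. Standard errors of log2 fold changes are the absolute log2 fold change divided by the square root of F. CPM are counts scaled to a common library total by TMM, and per-library deviations are log2 CPM with a prior count of 2 minus the mean of the 8 libraries. DESeq2 1.42.0, the tool used by the study, was run as an alternative.

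Gene sets were tested against all other genes with the two-sided camera test of limma 3.58.1 at a preset correlation between genes of 0.01. There were 6 sets (chaperones, core targets of Hsf1, general stress genes that are not chaperones, targets of Gcn4, sulfur-assimilation genes and targets of Leu3), written down from general knowledge of yeast, and p-values were adjusted over the 30 pairs of set and comparison. The value given for a set is its median log2 fold change. Camera, run here without ranks, compares the mean of a gene-wise statistic between the set and the other genes. A few strongly changed members can therefore give a small p-value beside a small median. Means of the chaperone set were added after the data had been seen. Pairs of gene lists were taken from the supplement of the study as membership only, with no value. They were RQC targets against RRTs and non-aggregating against aggregation-prone proteins. Each pair was compared by the difference of medians and a Kolmogorov-Smirnov test across genes, one-sided in ncs2∆elp6∆ against wild type (first list lower) and in ncs2∆elp6∆hel2∆ against ncs2∆elp6∆ (first list higher), two-sided otherwise, with adjustment over the 10 pairs. Genes of one library are not independent replicates, so the difference was also computed in each library.

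The genes named follow a rule fixed before the data were examined. Per comparison, these were the 3 largest rises and the 3 largest falls among called genes whose libraries did not overlap, without the deleted and marker genes. Added to these were at most 10 genes each of the chaperone and Gcn4 sets that were called with an absolute log2 fold change over 1 in ncs2∆elp6∆hel2∆ against ncs2∆elp6∆, GCN4, HSF1, and the deleted and marker genes. For the interaction, the differences between single libraries with and without HEL2 in one background had all to lie above, or all below, those in the other. A gene selected by this rule is not reported here. Groups, tests, gene sets and the alternatives were also fixed before the data were examined, except where stated.

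With 2 libraries per strain, an exact two-sided permutation test of single values cannot fall below p = 0.333. The replicate numbers in the labels can pair libraries across strains. Whether they do was checked by the correlation of the deviations of same-numbered libraries from their strain means, and all results were repeated with the replicate number as a block. Because some of these correlations were negative, a crossed pairing with the ncs2∆elp6∆ numbers swapped was added after the data had been seen. Other alternatives were DESeq2 size factors (RLE) or library totals in place of TMM, no filter, a filter of at least 50 counts in at least 2 libraries, only the strains compared, omission of deleted and marker genes, camera with a correlation estimated per set, a permutation of list membership within 10 bins of mean expression (10000 draws, so that the smallest p is 0.0001), camera between the lists, DESeq2 fold changes, omission of Gcn4, Leu3 and ribosomal protein genes from the lists, and omission of each of the 8 libraries in turn. Omission leaves a strain with 1 library, so these fits carry no test.

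The scripts were tested on simulated counts with 200 changed genes. Of the 198 changed genes tested among 5922, edgeR called 94.4% and 5.56% of its calls were unchanged genes. DESeq2 called 92.4%, with 8.5% unchanged. The simulated changes were no smaller than 1 on the log2 scale, so these shares do not cover smaller changes. Among genes called in the data, the median absolute log2 fold change was 0.46 in ncs2∆elp6∆ against wild type. It was 0.65 in hel2∆ against wild type and 1.16 in the interaction. In a simulated comparison without change over 6058 genes, edgeR called 0 genes and DESeq2 called 2. Smooth fits on GC content, log length and mean expression used mgcv 1.9.3 and figures were drawn in Python 3.11.15. Library totals of 13252947 to 23941037 counts set the precision. A gene with no counts is reported against a floor of 3 counts of the total, which is the upper bound at 95.0% confidence where none were seen. Reads without molecular identifiers are not independent molecules, so floors cover counting error only.

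The label of hel2∆ does not list the met15 deletion that the wild-type label lists. The comparison of ncs2∆elp6∆hel2∆ with hel2∆ was planned as one in which this marker would match, but the counts of MET17, the gene also called MET15, were 0 in the hel2∆ libraries. That comparison was fitted as planned.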

Results

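To follow how loss of tRNA modification and loss of ribosome-associated quality control change mRNA levels, poly(A) RNA of 4 yeast strains was sequenced in 2 replicates each. The strains were wild type, ncs2∆elp6∆, hel2∆ and the triple mutant ncs2∆elp6∆hel2∆. Ncs2 and Elp6 act in separate pathways that modify the wobble uridine U34 of several tRNAs, and their joint loss leaves this base without its usual side chain and sulfur. Hel2 is the ubiquitin ligase that marks collided ribosomes and so starts ribosome-associated quality control (RQC). Total counts were 19264361 and 13252947 in wild type, 20523166 and 22477796 in hel2∆, 15951919 and 20381029 in ncs2∆elp6∆, and 23941037 and 23338892 in ncs2∆elp6∆hel2∆. At least 10 counts were recorded for 5919 to 6041 genes per library. The 20 genes of most counts took between 12.8% and 15.1% of a library. Across genes, Pearson's correlation of log2 CPM (counts scaled to library size) between the replicates of a strain was 0.990 in wild type, 0.991 in hel2∆, 0.994 in ncs2∆elp6∆ and 0.992 in ncs2∆elp6∆hel2∆. The chi-square per degree of freedom between replicates ranged from 21.7 to 40.4, so no pair agreed within sampling noise and all 8 libraries were kept as separate samples.

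The deleted genes were examined first. HEL2 (YDR266C) had 1893 and 1246 counts in wild type, 1513 and 1918 in ncs2∆elp6∆, 0 and 0 in hel2∆, and 0 and 1 in ncs2∆elp6∆hel2∆. Against a floor of 3 counts, it was at least 661-fold lower in hel2∆ than in wild type and at least 713-fold lower in ncs2∆elp6∆hel2∆ than in ncs2∆elp6∆. NCS2 (YNL119W) had 11 and 7 counts in ncs2∆elp6∆ and 0 and 3 in ncs2∆elp6∆hel2∆, against at least 582 in each library with the gene. ELP6 (YMR312W) had 10 and 5 counts in ncs2∆elp6∆ and 0 and 1 in the triple mutant, against at least 904 elsewhere. HIS3 (YOR202W) was counted in all libraries, from 141 CPM in wild type replicate 1 to 272 in ncs2∆elp6∆hel2∆ replicate 1. HEL2, NCS2 and ELP6 counts thus followed the labels in each library. MET17 (YLR303W), also called MET15, departed from the label of hel2∆. It had 6 and 1 counts in wild type and 0 and 0 in hel2∆, whose label lists no met15 deletion, but 4321 and 5084 in ncs2∆elp6∆ and 5918 and 6651 in ncs2∆elp6∆hel2∆. MET17 counts therefore divided the libraries exactly as U34 modification did, and both comparisons of U34 modification also compare strains with and without MET17 transcripts. The strains without U34 modification thus differ from the wild type in more than the deleted genes. Per the labels, the HIS3MX and URA3 markers did not match between ncs2∆elp6∆hel2∆ and hel2∆ either.

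**Figure D1:**
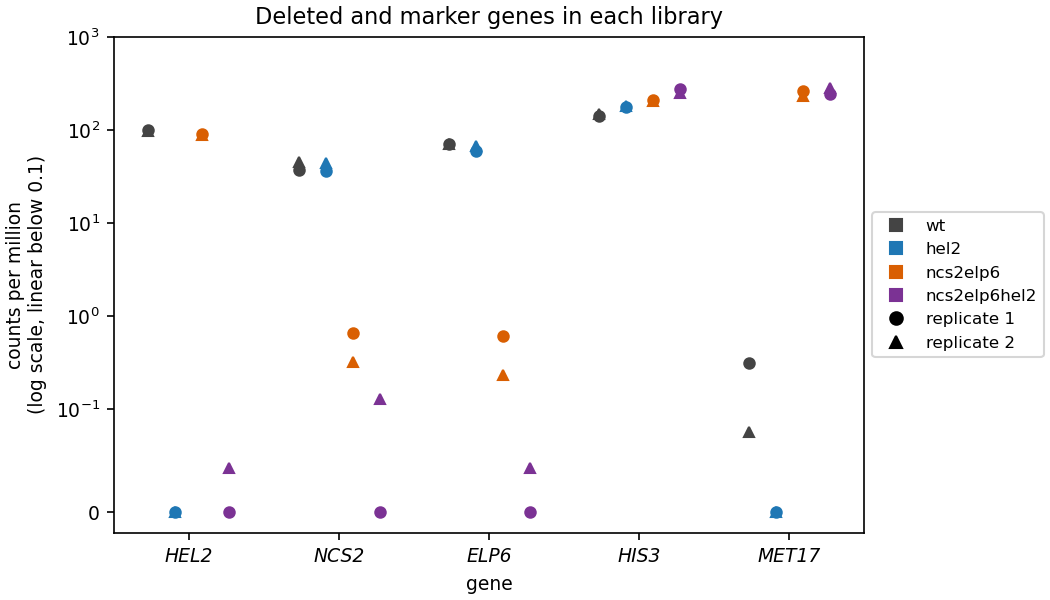
CPM (log scale, linear below 0.1) of 5 deleted and marker genes in each of the 8 libraries, with a circle for replicate 1 and a triangle for replicate 2. HEL2, NCS2 and ELP6 are near 0 in the strains labelled as lacking them, and MET17 is near 0 in all wild-type and hel2∆ libraries.

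The first principal component of log2 CPM carried 52.5% of the variance and separated the 4 libraries with U34 modification from the 4 without. The second carried 20.8% and placed both ncs2∆elp6∆hel2∆ libraries at 7.66 or higher and both ncs2∆elp6∆ libraries at -14.6 or lower. Libraries with the same replicate number deviated together in wild type and hel2∆, with a correlation across 6087 genes of 0.476. The correlation was -0.117 for wild type and ncs2∆elp6∆, 0.082 for wild type and ncs2∆elp6∆hel2∆, -0.120 for hel2∆ and ncs2∆elp6∆, 0.120 for hel2∆ and ncs2∆elp6∆hel2∆, and -0.209 for ncs2∆elp6∆ and ncs2∆elp6∆hel2∆. The negative values led to a second, crossed pairing, chosen after the data had been seen.

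Loss of HEL2 alone changed few transcripts. Of 6087 genes tested, 40 had an adjusted p under 0.05 in hel2∆ against wild type by edgeR's quasi-likelihood test, 19 higher and 21 lower, and 14 of them had an absolute log2 fold change over 1. Loss of U34 modification changed 1699 genes, 906 higher and 793 lower, with 164 past a log2 fold change of 1. Deletion of HEL2 in ncs2∆elp6∆ changed 422 genes, 171 higher and 251 lower, with 62 past a log2 fold change of 1. The comparison of ncs2∆elp6∆hel2∆ with hel2∆ gave 1754 genes, 917 higher and 837 lower, with 227 past a log2 fold change of 1. The split into higher and lower genes depended on the scaling. With library totals in place of TMM it was 11 and 21 in hel2∆ against wild type, 1420 and 519 in ncs2∆elp6∆ against wild type, 133 and 447 in ncs2∆elp6∆hel2∆ against ncs2∆elp6∆ and 1389 and 521 in ncs2∆elp6∆hel2∆ against hel2∆. With RLE the comparisons of U34 modification had more lower than higher genes, 797 and 889 in ncs2∆elp6∆ against wild type and 883 and 909 in ncs2∆elp6∆hel2∆ against hel2∆. In the interaction, 69 genes were called, 59 higher and 10 lower, with 43 past a log2 fold change of 1. With the replicate number as a block these counts were 37, 1821, 663, 1890 and 119, in the same order. Under the crossed pairing they were 79, 2441, 1265, 2604 and 322. In proportion, the crossed pairing moved the counts most, except in hel2∆ against wild type, where a fit to these strains only gave 17. It kept all 422 genes of ncs2∆elp6∆hel2∆ against ncs2∆elp6∆ and all 69 of the interaction. In the interaction, the split of 59 higher and 10 lower became 160 higher and 162 lower under it, and 68 higher and 51 lower with the uncrossed block.

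**Figure D2:**
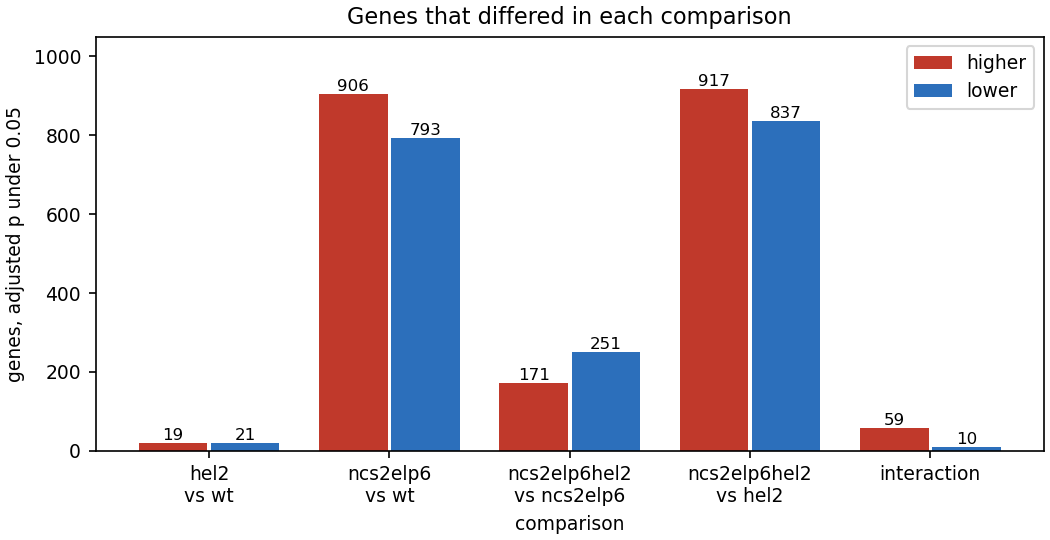
Number of genes with an adjusted p under 0.05 in each of the 5 comparisons, with bars for genes higher and lower in the first-named strain. The comparisons of U34 modification give 1699 and 1754 genes and hel2∆ against wild type 40.

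The comparisons of U34 modification shared most of their genes. Of the genes called in ncs2∆elp6∆ against wild type, 1081 were also called in ncs2∆elp6∆hel2∆ against hel2∆, and 1067 of these changed in the same direction. In the comparisons of HEL2 loss, 32 genes were called in both and 25 of them changed in the same direction. Of the 422 genes called with loss of HEL2 in ncs2∆elp6∆, 197 were also called in ncs2∆elp6∆ against wild type. Among those 197, 65 moved further in the same direction and the others in the opposite direction. The same ncs2∆elp6∆ libraries enter both comparisons with opposite sign, which by itself favours opposite directions, so these numbers do not measure a return towards wild type.

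In hel2∆ against wild type, the largest falls were in LSO1 (YJR005C-A), LEU1 (YGL009C) and OAC1 (YKL120W). LEU1 fell from 743 ± 24.3 CPM (SD, n = 2) to 131 ± 4.36, a log2 fold change of -2.51 ± 0.08 (SE) with an adjusted p of 3.42e-07. OAC1 fell by 2.005 ± 0.07 on the log2 scale (adjusted p 5.39e-07). LSO1 had between 1 and 43 counts per library here and fell by 3.36 ± 0.60 (adjusted p 0.0451), and this call was lost with the replicate number as a block (adjusted p 0.0506). Over the 10 alternatives with a test, the adjusted p of LSO1 ranged from 0.000141 to 0.246. Large rises were found in PHO89 (YBR296C) with 1.80 ± 0.16 (adjusted p 0.000578) and ARG1 (YOL058W) with 1.10 ± 0.11 (adjusted p 0.0018). For LEU1 the adjusted p was 1.6e-06 with the block and 3.88e-09 under the crossed pairing, for a same-number correlation of 0.476. Transcript levels of GCN4 (YEL009C) did not differ, with a log2 fold change of 0.09 ± 0.07 (adjusted p 0.998).

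In ncs2∆elp6∆ against wild type, the largest rises and 1 of the largest falls were in genes at the limit of detection in one strain. SPO19 (YPL130W) was at least 3.50-fold higher, YFL032W at least 3.61-fold higher and THI5 (YFL058W) at least 1.79-fold higher, each against wild-type libraries at or below 3 counts. THI5 has 3 near-identical copies and its count is uncertain, and YFL032W has no entry in the annotation used for names. YNL120C, which also has no such entry and whose systematic name is next to that of NCS2, was at least 3.86-fold lower. TIR1 (YER011W) fell by 3.65 ± 0.41 on the log2 scale (adjusted p 0.000247) and NDJ1 (YOL104C) by 3.40 ± 0.21 (adjusted p 6.73e-06). HSF1 (YGL073W) rose by 0.43 ± 0.10 (adjusted p 0.00969), and by 0.43 with the replicate number as a block (adjusted p 0.00969) and under the crossed pairing (adjusted p 0.00199), for a same-number correlation of -0.117. GCN4 did not differ (log2 fold change -0.12 ± 0.07, adjusted p 0.246).

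Deletion of HEL2 in ncs2∆elp6∆ addressed whether the loss of RQC alters transcripts when U34 modification is lacking. HSP26 (YBR072W) rose most, from 67.3 ± 0.153 to 591 ± 50.2 CPM (SD, n = 2), a log2 fold change of 3.13 ± 0.11 (SE) with an adjusted p of 2.21e-07. Blocking on the replicate number gave an adjusted p of 1.37e-06 and the crossed pairing 3.47e-09, for a same-number correlation of -0.209. DDR2 (YOL052C-A) rose by 2.94 ± 0.23 (adjusted p 7.72e-05) and TMA10 (YLR327C) by 2.78 ± 0.15 (adjusted p 6.66e-06). LEU1 fell by 2.97 ± 0.09 (adjusted p 5.36e-08). YNL303W, which has no entry in the annotation, was at least 7.50-fold lower, with ncs2∆elp6∆hel2∆ at or below 3 counts. YPL119C-A fell by 2.71 ± 0.67 (adjusted p 0.0429) at no more than 30 counts per library. Of 55 chaperone genes, 10 rose past a log2 fold change of 1 and none fell past it. Besides HSP26 these were SSA4 (YER103W), HSP42 (YDR171W), SSE2 (YBR169C), BTN2 (YGR142W), SSA3 (YBL075C), HSP30 (YCR021C), HSP12 (YFL014W), HSP31 (YDR533C) and HSP104 (YLL026W). SSA4 rose from 137 ± 4.96 to 827 ± 16.1 CPM, a log2 fold change of 2.60 ± 0.07 (adjusted p 4.34e-08). The other 8 rose by between 1.12 ± 0.08 for HSP104 and 2.47 ± 0.10 for HSP42. The transcript of HSF1 did not differ (log2 fold change -0.05 ± 0.09, adjusted p 0.780), nor did that of GCN4 (0.13 ± 0.07, adjusted p 0.321).

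In ncs2∆elp6∆hel2∆ against hel2∆, HSP26 rose by 4.74 ± 0.12 on the log2 scale (adjusted p 1.99e-08, with the block 1.5e-07 and under the crossed pairing 1.78e-10, for a same-number correlation of 0.120) and YJL144W by 3.96 ± 0.12 (adjusted p 4.18e-08). YGL262W was at least 5.50-fold higher, against hel2∆ libraries at or below 3 counts. PRM6 (YML047C) was at least 13.7-fold lower and YNL120C at least 3.82-fold lower, both at or below 3 counts in ncs2∆elp6∆hel2∆. PHO12 (YHR215W) fell by 4.17 ± 0.39 (adjusted p 6.78e-05) and is uncertain because PHO11 is a near-identical copy.

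The interaction asked whether loss of HEL2 acted differently when U34 modification was lacking. The interaction was largest for HSP26 (4.24 ± 0.16, adjusted p 8.82e-07), LSO1 (3.91 ± 0.74, adjusted p 0.0408) and DDR2 (3.72 ± 0.34, adjusted p 0.000373). Blocking on the replicate number placed HSP26 at 4.24 (adjusted p 5.45e-06) and LSO1 at 4.01 (adjusted p 0.0336), and the crossed pairing placed them at 4.24 (adjusted p 2.91e-08) and 3.91 (adjusted p 0.0143). HSP26 stood at 47.9 ± 7.38 CPM in wild type and 22.1 ± 0.626 in hel2∆ (SD, n = 2), lower in hel2∆, in contrast to its rise in the triple mutant. LSO1 had 2.33 ± 0.118 CPM in wild type and 0.212 ± 0.227 in hel2∆, so its interaction came from a fall in hel2∆ at low counts. The most negative values were those of PHO89 (-2.17 ± 0.22, adjusted p 0.000821), PHO84 (YML123C, -1.35 ± 0.11, adjusted p 0.000198) and VTC3 (YPL019C, -1.09 ± 0.11, adjusted p 0.000591). PHO84 rose from 553 ± 18.5 to 842 ± 11.7 CPM in hel2∆ and fell from 187 ± 6.82 to 112 ± 6.90 in ncs2∆elp6∆hel2∆. It overlaps an annotated noncoding gene.

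Gene sets were compared with all other genes. The 55 chaperone genes had a median log2 fold change of 0.00 in hel2∆ against wild type (camera, adjusted p 0.278; -0.055 with library totals in place of TMM, where the median of all genes was -0.061), 0.16 in ncs2∆elp6∆ against wild type (adjusted p 0.0024), 0.08 in ncs2∆elp6∆hel2∆ against ncs2∆elp6∆ (adjusted p 4.72e-34) and 0.072 in the interaction (adjusted p 1.36e-35). In ncs2∆elp6∆hel2∆ against ncs2∆elp6∆ and in the interaction, 10 and 11 members were called higher past a log2 fold change of 1. A strongly induced subset thus weighs on these p-values, and no test without it was run. In ncs2∆elp6∆ against wild type 37 of the 55 were higher, fewer than the 43 in ncs2∆elp6∆hel2∆ against ncs2∆elp6∆. In the former, 20 were called higher and 6 lower, and 1 was called past a log2 fold change of 1. In ncs2∆elp6∆hel2∆ against hel2∆ the median was 0.16 (camera, adjusted p 4.67e-26, the highest over 6 alternatives being 0.0206). There 22 were called higher and 5 lower. In hel2∆ against wild type, 2 of the 55 were called lower, HSP26 with -1.11 and HSP12 with -1.36. In ncs2∆elp6∆hel2∆ against ncs2∆elp6∆, 43 of the 55 were higher, 18 were called over all genes tested and 20 with adjustment over the set alone. The mean of the set, added after the data had been seen, was 0.49 there and 0.53 in the interaction. An estimate of the correlation between genes for each set moved these tests most. With it, the adjusted p was 0.3003 in ncs2∆elp6∆ against wild type, no longer past the threshold, 0.0183 in ncs2∆elp6∆hel2∆ against ncs2∆elp6∆ and 0.0183 in the interaction. These were the highest adjusted p-values over the 6 alternatives of each result, the lowest being 0.000463, 5.89e-36 and 3.37e-37. With the replicate number as a block, for which the correlation of same-numbered ncs2∆elp6∆ and ncs2∆elp6∆hel2∆ libraries was -0.209, the chaperone medians were 0.16, 0.08 and 0.07 (adjusted p 0.00313, 3.59e-31 and 9.2e-33). They were 0.16, 0.08 and 0.07 under the crossed pairing too (adjusted p 0.000864, 5.89e-36 and 3.37e-37).

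The 18 core targets of Hsf1 had a median of 0.43 in ncs2∆elp6∆ against wild type (adjusted p 2.46e-07), 0.31 in ncs2∆elp6∆hel2∆ against ncs2∆elp6∆ (adjusted p 1.61e-23) and 0.26 in the interaction (adjusted p 8.92e-19). With a correlation estimated per set, the adjusted p of the first was 0.108, so this call was lost. It was the highest of 6 alternatives, the lowest being 8.96e-09. The core targets share members with the chaperone set, HSP42 and BTN2 among them, so results of these sets are not independent. In ncs2∆elp6∆hel2∆ against ncs2∆elp6∆, 3 of the 18 were called higher past a log2 fold change of 1, against 10 of the 55 chaperones. The 40 general stress genes that are not chaperones moved as well. Their median was -0.29 in hel2∆ against wild type (adjusted p 1.82e-23), where 2 of the 40 were higher. It was -0.14 in ncs2∆elp6∆ against wild type (adjusted p 1.79e-06), 0.45 in ncs2∆elp6∆hel2∆ against ncs2∆elp6∆ (adjusted p 1.44e-25) and 0.72 in the interaction (adjusted p 2.27e-56), with all 40 positive in the last. In the fit with the replicate number as a block, the general stress medians were -0.29 (adjusted p 3.87e-24), -0.14 (1.63e-06), 0.44 (3.87e-24) and 0.72 (2.13e-53) in this order, and those of the core targets of Hsf1 were 0.43 (5.25e-07), 0.31 (1.25e-21) and 0.26 (2.05e-17). The crossed pairing gave -0.29 (6.6e-25), -0.14 (2.44e-06), 0.45 (2.6e-25) and 0.72 (1.53e-57), and 0.43 (8.96e-09), 0.31 (2.49e-28) and 0.26 (4.97e-23). Same-number correlations were 0.476 for wild type and hel2∆, -0.117 for wild type and ncs2∆elp6∆ and -0.209 for ncs2∆elp6∆ and ncs2∆elp6∆hel2∆. In the per-library medians, both ncs2∆elp6∆hel2∆ libraries lay above all other libraries for chaperones, core targets of Hsf1 and general stress genes.

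The 39 targets of Gcn4 rose in each single comparison, with medians of 0.25 in hel2∆ against wild type (adjusted p 3.93e-45), 0.25 in ncs2∆elp6∆ against wild type (adjusted p 2.41e-10), 0.27 in ncs2∆elp6∆hel2∆ against ncs2∆elp6∆ (adjusted p 8.35e-13) and 0.28 in ncs2∆elp6∆hel2∆ against hel2∆ (adjusted p 2.89e-07). No member passed a log2 fold change of 1 in ncs2∆elp6∆hel2∆ against ncs2∆elp6∆, and 19 were called over all genes tested, 24 over the set alone. The effect of HEL2 loss on the set did not differ detectably with U34 modification (interaction -0.08, adjusted p 0.266). With a correlation estimated per set, the adjusted p was 0.108 in ncs2∆elp6∆ against wild type, 0.0912 in ncs2∆elp6∆hel2∆ against ncs2∆elp6∆ and 0.173 in ncs2∆elp6∆hel2∆ against hel2∆, so these calls were lost. Over the 6 alternatives of each, the lowest values were 1.27e-11, 9.03e-13 and 4.24e-08. With the replicate number as a block the medians were 0.25 (adjusted p 2.9e-43) in hel2∆ against wild type, 0.25 (adjusted p 1.9e-09) in ncs2∆elp6∆ against wild type, 0.27 (adjusted p 1.52e-11) in ncs2∆elp6∆hel2∆ against ncs2∆elp6∆ and 0.28 (adjusted p 8.97e-07) in ncs2∆elp6∆hel2∆ against hel2∆. Under the crossed pairing they were 0.25, 0.25, 0.27 and 0.28 (adjusted p 1.51e-49, 5.53e-11, 1e-12 and 1.31e-07). The same-number correlations of these strains were 0.476, -0.117, -0.209 and 0.120.

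The 7 targets of Leu3 fell wherever HEL2 was deleted, by a median of 0.38 in hel2∆ against wild type (adjusted p 1.87e-88) and 0.57 in ncs2∆elp6∆hel2∆ against ncs2∆elp6∆ (adjusted p 1.14e-47). They rose in ncs2∆elp6∆ against wild type, where no LEU2 marker was added (median 0.25, adjusted p 0.0463). That call was lost with the replicate number as a block (adjusted p 0.0669), under RLE (0.062) and with a correlation estimated per set (0.216, the highest of 6 alternatives, the lowest being 0.0154), and was kept under the crossed pairing (0.0341), for a same-number correlation of -0.117. Per the labels, LEU2 replaced HEL2 in both strains, so deletion and marker were added together. Of the targets, LEU1, BAT1 and OAC1 fell most. The set did not differ between ncs2∆elp6∆hel2∆ and hel2∆, both of which carry the marker (median -0.04, adjusted p 0.926; 0.062 with library totals, where the median of all genes was 0.11). The median was -0.23 in the interaction (adjusted p 0.00378), a call lost with a correlation estimated per set (adjusted p 0.108, the highest of 6 alternatives, the lowest being 0.00228). The medians of the Leu3 targets with the replicate number as a block were -0.37 (adjusted p 9.65e-84) in hel2∆ against wild type, -0.57 (adjusted p 1.41e-40) in ncs2∆elp6∆hel2∆ against ncs2∆elp6∆ and -0.23 (adjusted p 0.00899) in the interaction, and under the crossed pairing -0.37 (adjusted p 1.43e-91), -0.57 (adjusted p 6.12e-47) and -0.23 (adjusted p 0.00228). The same-number correlations were 0.476 for wild type and hel2∆ and -0.209 for ncs2∆elp6∆ and ncs2∆elp6∆hel2∆. The 23 sulfur-assimilation genes tested showed no shift as a set in ncs2∆elp6∆ against wild type (median 0.011, adjusted p 0.742) or in ncs2∆elp6∆hel2∆ against hel2∆ (median -0.013, adjusted p 0.256), the comparisons in which MET17 counts differed. Their signs followed the scaling, which moves all genes alike. The former was -0.015 under RLE, where the median of all genes went from 0.033 to 0.0066, and the latter 0.089 with library totals, where that median went from 0.0034 to 0.11. Single members were called in both directions, so a median near 0 does not show that each was unchanged. In ncs2∆elp6∆ against wild type 2 were higher and 3 lower. In ncs2∆elp6∆hel2∆ against hel2∆ 2 were higher and 6 lower. The sulfur-assimilation medians with the replicate number as a block were 0.011 (adjusted p 0.737) and -0.011 (adjusted p 0.278), and under the crossed pairing 0.0048 (adjusted p 0.791) and -0.010 (adjusted p 0.252), for same-number correlations of -0.117 and 0.120. In hel2∆ against wild type, where MET17 counts were near 0 in both strains, 19 of the 23 sulfur-assimilation genes were higher (median 0.095, adjusted p 0.00896, with the block 0.0095 and under the crossed pairing 0.0107, for a same-number correlation of 0.476). A correlation estimated per set removed this call (adjusted p 0.188, the highest of 6 alternatives, the lowest being 0.00835).

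**Figure D3:**
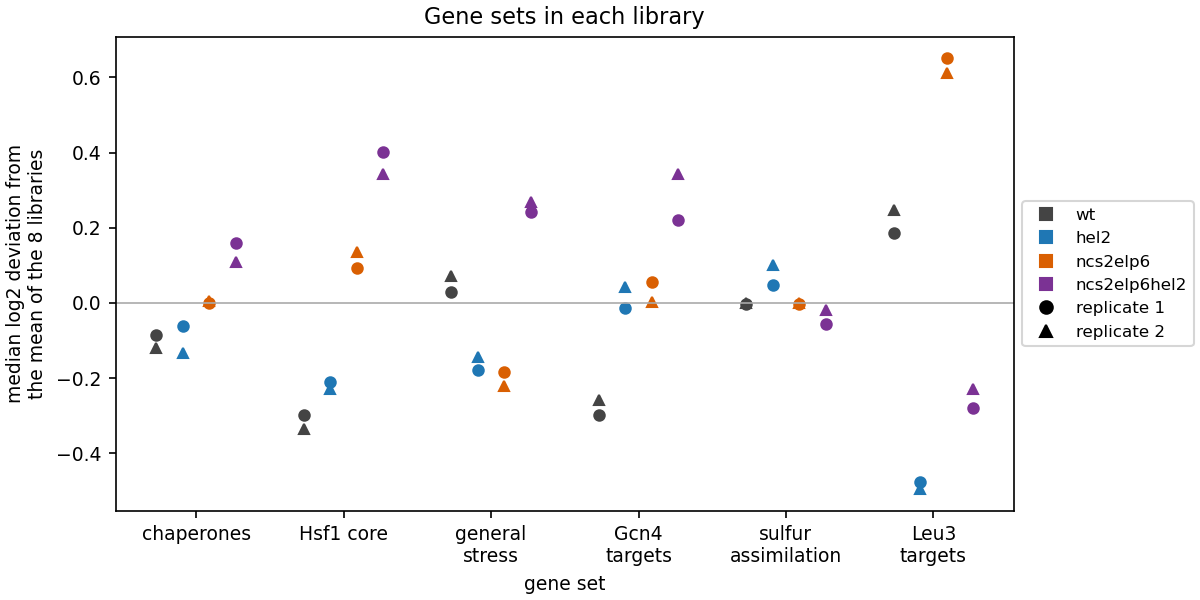
Median log2 deviation of 6 gene sets from the mean of the 8 libraries, in each library, with a circle for replicate 1 and a triangle for replicate 2. Both ncs2∆elp6∆hel2∆ libraries are the highest for chaperones, core targets of Hsf1 and general stress genes, and targets of Leu3 are low in all 4 libraries without HEL2.

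The study derived lists of transcripts from disomes, the footprints of collided ribosomes. RQC targets gained disomes without U34 modification and lost them when HEL2 was deleted too, and RRTs showed the opposite. Per the methods of the study, mRNA was sequenced from part of the cells collected for ribosome profiling. The lists may thus not be independent of these cultures. They were chosen for opposite changes in comparisons that share the ncs2∆elp6∆ cultures, which by itself may favour opposite signs of the list difference. The median log2 fold change of 137 RQC targets was lower than that of 188 RRTs in ncs2∆elp6∆ against wild type, by a difference of -0.13 (one-sided Kolmogorov-Smirnov test across genes, adjusted p 0.00242). It was higher in ncs2∆elp6∆hel2∆ against ncs2∆elp6∆, with a difference of 0.052 (one-sided, adjusted p 0.00201), and in the interaction, with 0.058 (two-sided, adjusted p 0.000134). The lists were not called different in hel2∆ against wild type (-0.0021, two-sided, adjusted p 0.370, with the block 0.290 and under the crossed pairing 0.347) or in ncs2∆elp6∆hel2∆ against hel2∆ (-0.077, two-sided, adjusted p 0.0947, with the block 0.0947 and under the crossed pairing 0.120). In the latter, permuted list membership gave an adjusted p of 0.00133, the lowest of 8 alternatives, the highest being 0.302. The replicates of a strain were far apart. The difference of list means in single libraries was 0.14 and 0.015 in wild type, 0.08 and -0.04 in hel2∆, -0.15 and 0.021 in ncs2∆elp6∆, and 0.03 and -0.11 in ncs2∆elp6∆hel2∆, with a pooled SD between replicates of 0.10. The wild-type and ncs2∆elp6∆ libraries overlapped although their difference was larger than this SD, and the ncs2∆elp6∆ and ncs2∆elp6∆hel2∆ libraries overlapped too. Paired by replicate number, ncs2∆elp6∆ minus wild type was -0.29 and 0.0063, and ncs2∆elp6∆hel2∆ minus ncs2∆elp6∆ was 0.18 and -0.13. Paired with the crossed numbers, the former was -0.12 and -0.17 and the latter 0.013 and 0.044. For hel2∆ minus wild type, whose same-number correlation was 0.476, the paired values were -0.064 and -0.053, and for ncs2∆elp6∆hel2∆ minus hel2∆ they were -0.046 and -0.068, in either pairing. With 1 library left out, the difference of medians ranged from -0.17 to -0.0029 in ncs2∆elp6∆hel2∆ against hel2∆. It ranged from -0.096 to 0.051 in hel2∆ against wild type. Leaving out 1 library at a time gave differences of -0.24 to -0.032 in ncs2∆elp6∆ against wild type and of -0.022 to 0.14 in ncs2∆elp6∆hel2∆ against ncs2∆elp6∆. A camera test between the lists moved the result most, with adjusted p of 0.0858 and 0.665 for these comparisons, the highest over the 8 alternatives of each, the lowest being 0.0008 and 0.000153. Permuting list membership within bins of mean expression gave 0.0569 in ncs2∆elp6∆hel2∆ against ncs2∆elp6∆ and 0.06 in the interaction, where camera gave 0.0858, the highest of its 8 alternatives. With the replicate number as a block, the differences were -0.13 (adjusted p 0.00215) and 0.05 (adjusted p 0.00215), for same-number correlations of -0.117 and -0.209. Under the crossed pairing they were -0.13 (adjusted p 0.00343) and 0.05 (adjusted p 0.00238). The interaction was 0.063 with the block (adjusted p 0.000206) and 0.068 under the crossed pairing (adjusted p 0.000206).

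Transcripts of 383 non-aggregating proteins were compared with those of 600 aggregation-prone proteins in the same way. The lists hold 400 and 609 entries, and the others were not among the genes tested. Per the study, the lists were set by the change of each protein in aggregates of ncs2∆elp6∆ against wild type, measured earlier. A correction for total protein was not stated there. A transcript change between these strains could therefore itself affect membership, and this was not separated from the differences given here. In ncs2∆elp6∆ against wild type the difference of medians was -0.26 (one-sided, adjusted p 7.13e-23). Here replicates were close, with differences of list means of 0.13 and 0.15 in wild type and -0.14 and -0.15 in ncs2∆elp6∆, and a pooled SD of 0.01. This difference was larger than the spread between replicates in each pairing of libraries, although an exact test of 2 against 2 libraries cannot fall below p = 0.333. In ncs2∆elp6∆hel2∆ against hel2∆ the difference was -0.17 (two-sided, adjusted p 7.59e-10, and 5.35e-10 both with the block and under the crossed pairing, for a same-number correlation of 0.120). In hel2∆ against wild type it was -0.019 (two-sided, adjusted p 0.00387), a call lost with camera between the lists (adjusted p 0.233, the highest of 8 alternatives, the lowest being 0.00401) and with permuted list membership (adjusted p 0.175). For this comparison the block gave -0.018 (adjusted p 0.00514) and the crossed pairing -0.020 (adjusted p 0.00614), for a same-number correlation of 0.476. Deletion of HEL2 in ncs2∆elp6∆ changed it by 0.041 (one-sided, adjusted p 0.00201), and the per-library differences of ncs2∆elp6∆hel2∆, -0.11 and -0.10, lay above both of ncs2∆elp6∆ and far below those of wild type. With a camera test between the lists the adjusted p of this last comparison was 0.296, the highest of 8 alternatives, the lowest being 3.1e-07. With the replicate number as a block, the differences were -0.26 (adjusted p 9.61e-23) and 0.04 (adjusted p 0.00215), and under the crossed pairing -0.26 (adjusted p 4.21e-23) and 0.04 (adjusted p 0.00238), for same-number correlations of -0.117 and -0.209. The interaction was 0.069 (two-sided, adjusted p 1.77e-06), 0.068 with the block (adjusted p 2.84e-06) and 0.068 under the crossed pairing (adjusted p 9.29e-07). Camera between the lists gave it an adjusted p of 0.0530, the highest of 8 alternatives, the lowest being 8.22e-10. Taking away a smooth fit on GC content, gene length and mean expression left an interaction of 0.024. No such fit was made for this list difference in ncs2∆elp6∆ against wild type.

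**Figure D4:**
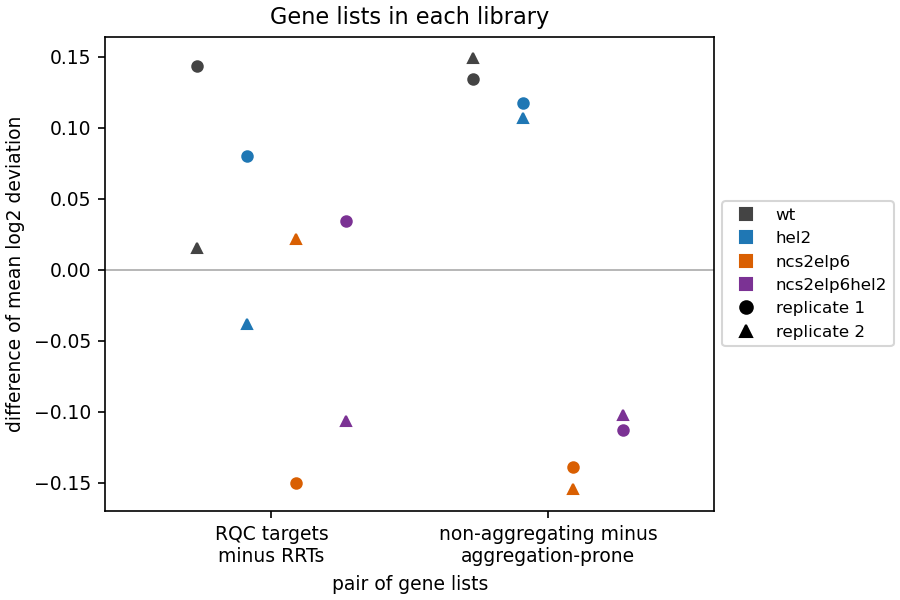
Difference of mean log2 deviation between the lists of each pair, in each library, with a circle for replicate 1 and a triangle for replicate 2. For RQC targets minus RRTs the libraries of the 4 strains overlap, and for non-aggregating minus aggregation-prone proteins the replicates are close, with wild type and hel2∆ above 0 and the strains without U34 modification below 0.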

Values the study reported

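The study reported 188 transcripts as RQC targets and 137 transcripts as RRTs in its text. It stated that 1080 proteins were detected by mass spectrometry, of which 610 were more likely to aggregate without U34 modification and 401 were less likely to do so.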

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

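The tests of a fall of the chaperone set, or part of it, in hel2∆, of shifts of whole chromosomes, of a stress response of the cultures in the interaction, and of single libraries for the general stress, Hsf1 and Leu3 sets and for the gene lists were chosen after the result was seen. The results in this part share 1 reason for a closer look. The effect of deleting HEL2 differed between strains with and without U34 modification by a test of the interaction itself.

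In all, 69 genes passed this test. With each library thinned to the smallest total the number was 65, of which 64 were shared, so library depth did not account for it. Without the 20 genes of most counts it was 69. TMM already limits the weight of such genes, so this number could hardly have changed and does not test them. With library totals, which do not limit their weight, 64 genes were called, all 64 shared with the 69. The crossed pairing of replicates gave 322 genes. With 2 libraries per strain, no count of other splits of the samples was made.

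The chaperone genes had a median interaction of 0.072, and the core targets of Hsf1 of 0.26. These sets share members, so they are not separate evidence. For chaperones, the median was 0.070 after thinning, 0.078 without the 20 genes of most counts, 0.078 after a smooth fit on GC content, gene length and mean expression was taken away, 0.085 without the genes that have a near-identical copy, and no lower than 0.049 when 1 library was left out. The share of the median made by a fall in hel2∆ was -1.30%, but most members did not move, so the median cannot show a fall of the others. The share of the mean was 7.55%. HSP26 and HSP12 were lower in hel2∆ than in wild type (-1.11 and -1.36), which makes part of their interactions of 4.24 and 2.98. Chromosome medians lay between -0.043 and 0.031, and the one that moved most did so downwards, opposite to the chaperones. Its size lay between the limits set beforehand for and against this explanation. With the median of its chromosome taken away from each gene the chaperone median was 0.086, so gain or loss of a chromosome did not account for it. For the core targets of Hsf1 the median was 0.27 after thinning, 0.21 after the smooth fit and no lower than 0.24 with 1 library left out. The general stress genes that are not chaperones had a larger median interaction, 0.72, than the core targets of Hsf1. Part of that larger value came from the fall of the general stress genes in hel2∆ (median -0.29), where the core targets of Hsf1 did not fall (0.064). In ncs2∆elp6∆ against wild type the sets moved apart, with 0.43 for the core targets of Hsf1 and -0.14 for the general stress genes. The size of the latter was less certain than its sign. It ranged from -0.16 to -0.031 over 6 alternatives and from -0.25 to -0.14 with 1 library left out. The former ranged from 0.40 to 0.54 and from 0.37 to 0.48. The rise of both sets in ncs2∆elp6∆hel2∆ leaves a general stress response as a candidate explanation for part of the chaperone result, and its size was not separated from that of a response through Hsf1. Per the methods of the study, cultures were collected in exponential growth.

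The general stress result itself was 0.74 after thinning and 0.59 after the smooth fit, and it was no lower than 0.68 with 1 library left out. All 40 genes had a positive interaction. Part of it came from lower levels in hel2∆ (median -0.29). Each strain was represented by 2 cultures with no batch information, and beyond the stated growth phase a difference in culture state between strains was not tested, so the pattern cannot be told apart from it.

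The genes named for the interaction were those with the largest positive values, HSP26 (4.24), LSO1 (3.91) and DDR2 (3.72), and those with the most negative, PHO89 (-2.17), PHO84 (-1.35) and VTC3 (-1.09). All 6 kept their direction and an adjusted p under 0.05 by edgeR after thinning, and all 6 did so without the 20 genes of most counts. Near-identical copies were found for 0 of the 6. LSO1 rests on low counts. PHO89, PHO84 and VTC3 all act in phosphate uptake or storage, a grouping noted after their values were seen and not tested as a set.

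The targets of Leu3 had a median interaction of -0.23. It was -0.23 after thinning, -0.26 after the smooth fit and -0.16 at its nearest to 0 with 1 library left out. The set fell in both comparisons that added LEU2 along with the deletion, with -0.57 in ncs2∆elp6∆hel2∆ against ncs2∆elp6∆. This is consistent with an effect of the LEU2 marker, but deletion and marker were added together and LEU2 counts were not analysed here, so that part of the test is missing. The set also rose in ncs2∆elp6∆ against wild type (0.25), where no such marker was added, although that call was not kept with the replicate block. The adjusted p of the interaction reached 0.108 with a correlation estimated per set, over a range from 0.00228 across 6 alternatives.

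The difference between RQC targets and RRTs had an interaction of 0.058. It was 0.060 after thinning and 0.17 after the smooth fit, but turned to -0.035 when 1 library was left out. By library, the interaction of list means was 0.25 and -0.075 when paired by replicate number, and 0.076 and 0.097 with the crossed numbers. Most of the crossed values came from hel2∆ minus wild type, which was -0.064 and -0.053. The result thus rests on how replicates are paired, and it cannot be told apart from variation between replicates. The crossed pairing was chosen from the same libraries after the data had been seen, so it does not decide this. The difference between non-aggregating and aggregation-prone proteins had an interaction of 0.069. It was 0.068 after thinning and no lower than 0.060 with 1 library left out. After the smooth fit on GC content, gene length and mean expression it was 0.024, so these properties of the genes together may account for most of it. Permuting list membership within bins of mean expression gave an expected difference of -0.0082 against the 0.069 observed (permutation, adjusted p 0.00025). This argues against mean expression alone, and does not bear on GC content or gene length.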

How the results depend on the processing

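Counts of called genes differed between settings. By DESeq2, hel2∆ against wild type gave 63 genes (61 with its default filter), ncs2∆elp6∆hel2∆ against ncs2∆elp6∆ 651 (647) and the interaction 153 (153), of which 67 (67) passed a log2 fold change of 1, against 40, 422, 69 and 43 by edgeR. DESeq2 shared 40 of the 40, 413 of the 422 and 69 of the 69. With only the strains compared, the first 2 gave 17 and 869 genes, and 96 in place of 62 passed a log2 fold change of 1 in the latter. With a replicate block, ncs2∆elp6∆hel2∆ against ncs2∆elp6∆ gave 663 and the interaction 119. The crossed pairing, chosen after seeing the data, gave 79 for hel2∆ against wild type, 1265 for ncs2∆elp6∆hel2∆ against ncs2∆elp6∆ (99 past a log2 fold change of 1) and 322 for the interaction (79 past it). The cause was not tested. The crossed pairing was chosen because some same-number correlations were negative, which by itself favours a smaller residual spread and more calls. The other 80 counts under these and the remaining alternatives stayed within 1.5 times.

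With library totals in place of TMM, the median log2 fold change of all genes moved from 0.03 to 0.14 in ncs2∆elp6∆ against wild type and from 0.00 to 0.11 in ncs2∆elp6∆hel2∆ against hel2∆. The share of higher genes went from 53.3% to 73.2% and from 52.3% to 72.7% there, from 40.5% to 22.9% in ncs2∆elp6∆hel2∆ against ncs2∆elp6∆ and from 47.5% to 34.4% in hel2∆ against wild type. In ncs2∆elp6∆ against wild type RLE gave 47.3% (797 higher, 889 lower) and DESeq2 45.7% (776 higher, 923 lower), so the more frequent direction there depended on the scaling. In the interaction the share was 85.5%, and 63.4% by DESeq2, 57.1% with the replicate block and 49.7% with the crossed pairing. Directions of single genes with small changes thus depend on the scaling. Under library totals, reversals were seen for chaperones in hel2∆ against wild type (-0.055), sulfur-assimilation genes (0.089) and Leu3 targets (0.062) in ncs2∆elp6∆hel2∆ against hel2∆, GCN4 in the same comparison (0.017) and HSF1 in hel2∆ against wild type (-0.0080). Sulfur-assimilation genes in ncs2∆elp6∆ against wild type reversed with RLE (-0.015). RQC targets minus RRTs in hel2∆ against wild type reversed with shrunken DESeq2 fold changes (0.00014) and without Gcn4, Leu3 and ribosomal protein genes (0.0010). None of these was past the threshold. The reversals under library totals and RLE went with shifts of the median of all genes, from -0.0041 to -0.061 in hel2∆ against wild type under library totals and from 0.033 to 0.0066 in ncs2∆elp6∆ against wild type with RLE, and so do not show a change relative to other genes.

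With a correlation estimated per set, chaperones in ncs2∆elp6∆ against wild type (median 0.16, adjusted p 0.3003) and Gcn4 targets in ncs2∆elp6∆ against wild type (0.25, adjusted p 0.108) and in ncs2∆elp6∆hel2∆ against ncs2∆elp6∆ (0.27, adjusted p 0.0912) lost significance. With a camera test between lists, RQC targets minus RRTs in ncs2∆elp6∆ against wild type (-0.13, adjusted p 0.0858) and in ncs2∆elp6∆hel2∆ against ncs2∆elp6∆ (0.052, adjusted p 0.665) and non-aggregating minus aggregation-prone in the latter (0.041, adjusted p 0.296) did, and so did RQC targets minus RRTs in the latter with permuted membership (0.052, adjusted p 0.0569). The smallest p-value the permutations can give is 1e-04. Of the other set results 7 were weaker, of the other list results 5 were weaker and 1 stronger, and of the named genes 3 were weaker.

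The 8 fits that each left out 1 replicate carried no test. Chaperone medians ranged from -0.036 to 0.016 in hel2∆ against wild type, from 0.086 to 0.16 in ncs2∆elp6∆ against wild type, from 0.084 to 0.17 in ncs2∆elp6∆hel2∆ against ncs2∆elp6∆ and from 0.049 to 0.11 in the interaction. Gcn4 targets ranged from 0.25 to 0.34 in ncs2∆elp6∆hel2∆ against ncs2∆elp6∆ and from 0.21 to 0.28 in ncs2∆elp6∆ against wild type. In ncs2∆elp6∆hel2∆ against hel2∆ they ranged more widely, from 0.13 to 0.28. RQC targets minus RRTs ranged from -0.24 to -0.032 in ncs2∆elp6∆ against wild type and changed sign in ncs2∆elp6∆hel2∆ against ncs2∆elp6∆ (-0.022 to 0.14). Non-aggregating minus aggregation-prone ranged from -0.30 to -0.24 and from 0.021 to 0.054 in these comparisons. Genes with an absolute log2 fold change over 1 whatever the test numbered 142 to 245 in ncs2∆elp6∆hel2∆ against ncs2∆elp6∆. Depth limits the genes at the floor, whose folds are lower bounds.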

Other observations

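The test of the met15 deletion in wild type and hel2∆, and the tests of single libraries for RQC targets against RRTs, were chosen after the result was seen.

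RQC targets against RRTs. Leaving out Gcn4, Leu3 and ribosomal protein genes kept the difference of medians in ncs2∆elp6∆ against wild type (-0.10, Kolmogorov-Smirnov p 0.00548) and in ncs2∆elp6∆hel2∆ against ncs2∆elp6∆ (0.060, p 9.17e-05). A smooth fit on GC content, gene length and mean expression left -0.12 and 0.14. Leaving out 1 library left as little as -0.032 in the first comparison and turned the second to -0.022. These fits leave the pairing of replicates unbalanced. With the crossed numbers, chosen after the data had been seen, both pairs of libraries went the same way, with -0.12 and -0.17 in ncs2∆elp6∆ minus wild type and 0.013 and 0.044 in ncs2∆elp6∆hel2∆ minus ncs2∆elp6∆. Paired by the numbers in the labels they did not, with -0.29 and 0.0063, and 0.18 and -0.13. Variation between libraries therefore remains as an explanation. The crossed pairing was chosen from these same libraries, so it cannot exclude that explanation.

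Codon pairs. The hypothesis was tested that transcripts rich in certain codon pairs fall in ncs2∆elp6∆ and recover without HEL2. In these pairs CGA, ACA, GCA, GTA or TCA in the ribosomal P site precedes AAA, CAA or GAA in the A site, codons that depend on U34 modification there. Over 5648 genes, the partial rank correlation of log2 fold change with the density of 15 such pairs, given single-codon use, GC content, length and mean expression, was 0.0078 in ncs2∆elp6∆ against wild type and 0.0068 in ncs2∆elp6∆hel2∆ against ncs2∆elp6∆. The hypothesis predicted a clearly negative and a clearly positive value. Rank correlations without these adjustments were 0.046 and -0.077 in the same order, opposite in sign to the prediction. No such relation was seen at the level of mRNA across genes, which are not independent replicates.

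Markers. The prediction that the met15 deletion of wild type alone shifts sulfur-assimilation genes failed at its first step, since MET17 had 0 counts in both hel2∆ libraries. Shared by wild type and hel2∆, the deletion did not come with a shift of the set in ncs2∆elp6∆ against wild type either (median 0.011). Of its members, 2 were called higher and 3 lower there. The set did shift in hel2∆ against wild type (0.095, adjusted p 0.00896 by camera, higher for 19 of 23 genes), a comparison in which MET17 counts were near 0 in both strains. With a correlation estimated per set that adjusted p was 0.188, and over the 6 alternatives it ranged from 0.00835 to 0.188. Leu3 targets are given above.

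Stress response. In ncs2∆elp6∆hel2∆ against ncs2∆elp6∆, the general stress genes that are not chaperones rose by a median of 0.45, more than the 0.31 of the core targets of Hsf1. This test was fixed before the data were examined. The means of the sets were in the other order, with 0.58 for the general stress genes and 0.60 for the core targets of Hsf1, and in ncs2∆elp6∆hel2∆ against hel2∆ the medians were 0.41 and 0.59. A general stress response may account for part of the chaperone induction, but which set rose more depended on the summary and on the comparison.

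List sizes. The lists used here hold 137 RQC targets and 188 RRTs. The numbers quoted from the text of the study above are the other way round, and a figure legend in the study has them as in the lists.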
